A study of Mus musculus with 39 samples. Its data were reported in "Uridine phosphorylase-1 supports metastasis by altering immune and extracellular matrix landscapes" (2025).

How the data were processed

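RNA was sequenced from 31 end-point mammary tumours of MMTV-PyMT mice and 8 mammary glands of FVB/N mice. Per the study's methods, RNA was extracted from frozen tissue and paired-end reads of 75 bases were generated on an Illumina NextSeq instrument. The methods give a stranded ribosomal-depletion kit for the tissue libraries whereas the labels name a poly(A)-based kit, so which selection was used is not settled here. The authors deposited one table of raw read counts per gene, not normalised, with 54838 Ensembl gene identifiers and 5 summary rows in the layout of HTSeq-count. The aligner, the genome build, the annotation release and whether strand was used in counting are not stated. Samples were grouped as tumour or gland from their titles, and batch from the prefix of the library names.

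The summary rows held 43.8% to 63.7% of the entries of a library (no feature 28.3% ± 3.56 on average, not unique 12.4% ± 2.44, SD, n = 39) and were left out of library sizes and tests. Gene names, biotypes and GRCm39 positions came from GENCODE vM39, matched on the identifier without its version, which named 50764 genes holding 95.7% of the counts. Reads that map to more than one place were not counted by the authors, so near-identical genes are under-counted. A list gene written as Ctps is named Ctps1 in this annotation. No 2 libraries agreed within sampling noise (lowest chi-square per degree of freedom 10.3). Xist had at least 12820 reads in every library, and 4 Y-linked genes had at most 1 read each in any library, so the libraries look female.

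Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group given, which left 18354 genes, and library sizes were scaled by TMM. The quasi-likelihood test (glmQLFit, glmQLFTest) of tumour against gland had no covariate, as the study compared these groups by an unpaired test. Adjusted p-values are Benjamini-Hochberg over all genes tested, with a threshold of 0.05. CPM values are counts per M (megareads) of TMM-scaled library size, and log2 CPM used a prior count of 2. Gene lists were tested with camera (limma 3.58.1) on log2 CPM, with adjustment over 17 lists; fry and camera with an estimated correlation were run beside it. A list score is the mean log2 CPM of the list genes past the filter, except in the comparison of tissue scores and in the outlier tests among glands, where all list genes with a count were used. Upp1 was left out of the pyrimidine list for correlations. Single values were compared by exact two-sided permutation over all 61523748 arrangements, and correlations across tumours by 100000 permutations (Python 3.11.15, scipy 1.17.1).

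Genes were named by a rule fixed before the data were examined: Upp1, the list genes, and the 5 genes with the highest and the 5 with the lowest log2 fold change among those with an FDR under 0.05, a mean log2 CPM of at least 1, no overlap of CPM between groups and a symbol. Results for some list genes are left out of the text. Genes outside this rule are said to be chosen after their values were seen. Overlapping genes were taken from the annotation, and sharing of sequence was measured as the percent of 75-base stretches of a gene's transcripts that occur in transcripts of another gene.

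The tests were tried on simulated counts with 200 changed genes for the comparison of tumour and gland. Over 18176 genes, edgeR found 83.7% of those changed by a log2 fold change of 2 and 70.6% of those changed by 1, and 3.1% of its calls were false. DESeq2 gave 6.0% false calls and limma-voom 5.7%. In the data 14009 genes differed, so these rates do not test the scaling where most genes change. In a simulation of the list tests over 18145 genes, camera called the 1 shifted list and 0 of 20 random lists. The simulated genes varied independently, so this does not test camera on lists whose genes vary together. Correlations simulated with 31 tumours passed 0.05 in 28 of 400 cases with no relation, where 20 would be reached by chance, and in 400 of 400 cases with an r of 0.8.

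Alternatives fixed beforehand were DESeq2 1.42.0, limma-voom with quality weights, RLE, upper-quartile and no composition factors, no filter or a filter of at least 1 CPM in at least 8 samples, leaving out the 20 largest genes, batch as a covariate, each batch alone, the replicate number as a block, the number code in library names as a random block, leaving out each gland, leaving out each tumour for permutation tests and correlations, and other prior counts. Skeletal muscle score as a covariate, leaving out the 3 tumours with over 27000 genes detected, scores over all list genes, a partial correlation without 2 tumours, and the batch test without tumour 22 were added after the data had been seen. Random splits of the samples (100 by group and 40 by batch within group, the latter number limited by computing time) were refitted with edgeR. Floors and the counting interval of a pooled ratio cover counting error only. The interval of the Upp1 fold change comes from the edgeR fit and includes the spread between samples. Metastasis in individual mice was not analysed here.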

Results

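RNA-sequencing was performed on mammary tumours from MMTV-PyMT mice, whose mammary epithelium carries the polyomavirus middle T antigen, and on mammary glands of FVB/N mice without tumours. The tumours were collected when the disease had reached its end point. The data comprised 31 tumours and 8 glands, each a separate library. The libraries had been made in 2 batches, according to their names. Batch 1 held 16 tumours and 4 glands, and batch 2 held 15 tumours and 4 glands. Reads counted in genes (M, megareads) numbered between 10.15 and 24.38 M per library, with a mean of 18.5 M ± 3.27 (SD, n = 31) in tumours and 16.2 M ± 4.45 (SD, n = 8) in glands. The difference in mean log2 depth was 0.22, which was within the spread between libraries (exact two-sided permutation test, p = 0.0715). It was 0.31 within batch 1 (p = 0.0516, exact permutation) and 0.13 within batch 2 (p = 0.260, exact permutation). Between 23564 and 30974 genes had at least 1 read.

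The libraries differed in how counts were spread over genes. The 20 most abundant genes of each library took 12.3% ± 2.86 (SD, n = 31) of the counts in tumours and 23.8% ± 7.12 (SD, n = 8) in glands (exact two-sided permutation test, p = 2.05e-06). In gland 2, a single gene took 16.0% of the counts. This was Ttn, which encodes the muscle protein titin. The TMM factor, which corrects library size for such differences in composition, was 1.06 ± 0.0510 (SD, n = 31) in tumours and 0.810 ± 0.146 (SD, n = 8) in glands, and the smallest factor was the 0.526 of gland 2. The first principal component of log2 CPM held 58.2% of the variance, and group membership accounted for an R2 of 0.945 along it. The second component held 9.25% of the variance and followed the skeletal muscle score (R2 of 0.613). Library batch accounted for an R2 of at most 0.0347 along each of the first 5 components.

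Tumour and normal gland were first compared across all genes. Of 18354 genes tested, 14009 differed at an FDR under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Of these, 6891 were higher and 7118 were lower in tumour, so 49.2% of the differing genes were higher. An absolute log2 fold change over 1 was found for 6956 of them, of which 2821 were higher and 4135 were lower. The ranges of the groups did not overlap for 4271 genes (23.3% of those tested, where random grouping would give 3.25e-06%). The setting that moved the balance most was scaling by library totals without TMM factors, under which 66.3% of 14463 differing genes were higher and the median log2 fold change of all genes moved from -0.01 to 0.38. Fold changes here are therefore relative to TMM scaling. Within batch 1, 11881 genes differed, and within batch 2, 12572 genes differed.

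The genes with the most extreme fold changes, among those with no overlap between the groups, were taken by a fixed rule, and positions are those of GRCm39. Npy (ENSMUSG00000029819, chromosome 6, 49799026 to 49806489, plus strand), which encodes neuropeptide Y, reached 6.49 CPM ± 6.81 (SD, n = 31) in tumours and had 0 reads in the 8 glands. Against a floor of 3 reads over the gland group this was at least 223-fold higher. Scrg1 (ENSMUSG00000031610, chromosome 8, 57908933 to 57932433, plus strand) reached 11.2 CPM ± 11.0 (SD, n = 31) in tumours, whereas the glands held 1 read in total. The pooled ratio was 1164, with a 95% counting interval of 209 to 45988. 2310057J18Rik (ENSMUSG00000015519, chromosome 10, 28848284 to 28862299, minus strand) had a log2 fold change of 8.71 ± 1.31 (SE, FDR = 1.51e-07, edgeR) and varied widely between tumours, with 245 CPM ± 517 (SD, n = 31). It was the one gene of these 10 that lost its call under an alternative (limma-voom with quality weights, FDR = 0.0849). Saa2 (ENSMUSG00000057465, chromosome 7, 46401214 to 46403737, plus strand), which encodes serum amyloid A2, rose by a log2 fold change of 7.54 ± 0.55 (SE, FDR = 1.36e-15, edgeR). Its value is uncertain, because 20.8% of the 75-base stretches of its transcripts also occur in other genes, chiefly Saa1, and because it overlaps Gm74180 on the opposite strand. A2m (ENSMUSG00000030111, chromosome 6, 121612335 to 121656186, plus strand), which encodes alpha-2-macroglobulin, rose by 7.50 ± 1.06 (log2, SE, FDR = 4.28e-08, edgeR).

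The genes that fell most included several known from fat tissue. Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140343652 to 140355167, plus strand) averaged 1.64 CPM ± 1.82 (SD, n = 31) in tumours and 633 CPM ± 549 (SD, n = 8) in glands, a log2 fold change of -8.60 ± 0.52 (SE, FDR = 4.71e-18, edgeR). Lep (ENSMUSG00000059201, chromosome 6, 29060216 to 29073877, plus strand), which encodes leptin, changed by -7.72 ± 0.50 (log2, SE, FDR = 2.75e-17, edgeR). Sncg (ENSMUSG00000023064, chromosome 14, 34092231 to 34100539, minus strand) changed by -7.58 ± 0.34, Acvr1c (ENSMUSG00000026834, chromosome 2, 58157465 to 58247925, minus strand) by -7.07 ± 0.34, and Glb1l2 (ENSMUSG00000036395, chromosome 9, 26674338 to 26717764, minus strand) by -7.04 ± 0.32 on the log2 scale (SE). Each of these 3 overlaps a gene annotated on the opposite strand, and whether the counting used strand is not stated, so some of their reads could belong to the neighbour.

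The study asked whether tumours themselves carry more Upp1, which encodes the uracil-releasing enzyme uridine phosphorylase 1. Upp1 (ENSMUSG00000020407) lies on chromosome 11 from 9067953 to 9086370 on the plus strand, overlaps no other annotated gene and shares no 75-base stretch with another gene's transcripts. It was a low-abundance transcript, with between 6 and 198 reads per library. Its level was 2.84 CPM ± 1.45 (SD, n = 31) in tumours and 2.53 CPM ± 1.20 (SD, n = 8) in glands. The individual glands held 0.554, 1.34, 2.37 and 2.34 CPM in batch 1 (glands 1 to 4), and 2.29, 3.69, 3.99 and 3.64 CPM in batch 2 (glands 5 to 8). Tumours ranged from 0.841 to 8.28 CPM, the highest being tumour 15. The log2 fold change was 0.15 ± 0.29 (SE), with a 95% interval from -0.43 to 0.73, and did not pass the threshold (edgeR quasi-likelihood test, p = 0.595, FDR = 0.632). The interval spans a fold change from 0.744 to 1.66, so differences inside that range cannot be excluded with these samples. The difference in mean log2 CPM was 0.20 (exact two-sided permutation test, p = 0.496), and the exact Mann-Whitney test gave p = 0.905.

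The 2 batches did not give the same direction for Upp1. In batch 1, glands averaged 1.65 CPM ± 0.874 (SD, n = 4) and tumours 2.91 CPM ± 1.73 (SD, n = 16), a difference of 0.79 in mean log2 CPM (exact permutation, p = 0.0741). In batch 2, glands averaged 3.40 CPM ± 0.758 (SD, n = 4) and tumours 2.76 CPM ± 1.14 (SD, n = 15), a difference of -0.40 (exact permutation, p = 0.305). The interaction between group and batch did not pass the threshold for Upp1 (edgeR, log2 difference of -1.13, p = 0.0519, FDR = 0.797). The alternative that moved the fold change over all samples most was scaling by library totals, which gave 0.49 (edgeR, FDR = 0.125). Of the single libraries left out in turn, gland 1 moved the difference in mean log2 CPM most, to -0.06 (exact permutation, p = 0.828).

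**Figure D1:**
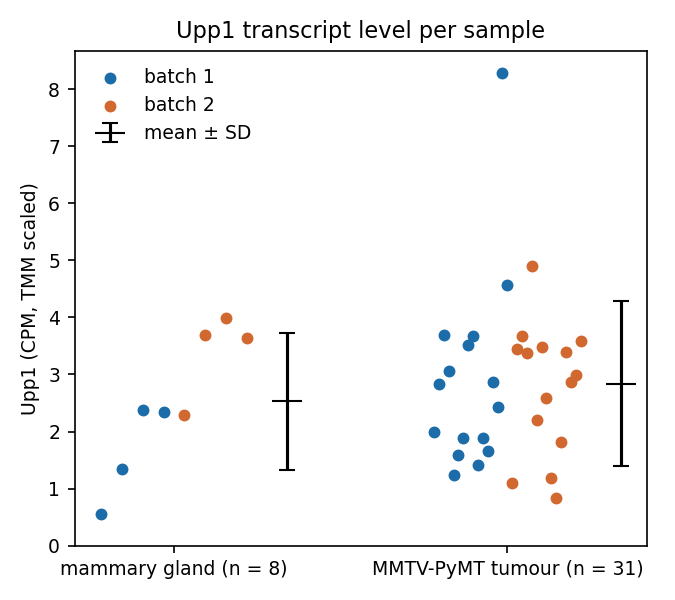
Upp1 level in TMM-scaled CPM (vertical axis, linear from 0) in each mammary gland and each MMTV-PyMT tumour, coloured by library batch, with the mean and SD of each group in black. The group means of 2.53 and 2.84 CPM lie well within the spread of either group, and tumour 15 stands highest at 8.28 CPM.

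Other enzymes of pyrimidine metabolism were examined in the same samples. Of 15 genes of the fixed list that passed the expression filter, 12 differed at an FDR under 0.05 over all genes tested, and 12 when adjusted over the list alone (edgeR). Of the 12, 7 were higher and 5 were lower in tumour. Tk1, which encodes thymidine kinase 1, rose most, from 5.40 CPM in glands to 44.4 CPM ± 26.2 (SD, n = 31) in tumours (log2 fold change 3.03, FDR = 1.91e-09, edgeR). The uridine-cytidine kinases moved in different directions. Uck2 rose by a log2 fold change of 1.16 (FDR = 2.95e-15, edgeR), whereas Uck1 changed by -1.82 (FDR = 6.26e-18, edgeR) and Uckl1 by -1.05 (FDR = 8.63e-16, edgeR). Umps, which encodes the enzyme that makes uridine monophosphate, rose by 1.22 on the log2 scale (FDR = 1.58e-14, edgeR). Upp2, the second uridine phosphorylase, changed by -1.08 (FDR = 1.90e-07, edgeR) at a low level of 1.74 CPM in tumours and 3.70 CPM in glands. Dpyd, which encodes the enzyme that starts uracil breakdown, changed by -1.18 (FDR = 0.000377, edgeR). Cad, Dhodh and Upp1 did not pass the threshold under TMM scaling over all samples. Dhodh was close to it (FDR = 0.0584, edgeR) and passed in 5 of 8 fits that left out 1 gland and under upper-quartile factors (FDR = 0.0133). Under library totals Cad and Dhodh passed it, with log2 fold changes of 0.45 and 0.58, and Uprt changed sign from -0.29 to 0.13. As a set, the list did not stand apart from other genes (camera, FDR = 0.551, 10 of 15 genes higher).

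**Figure D2:**
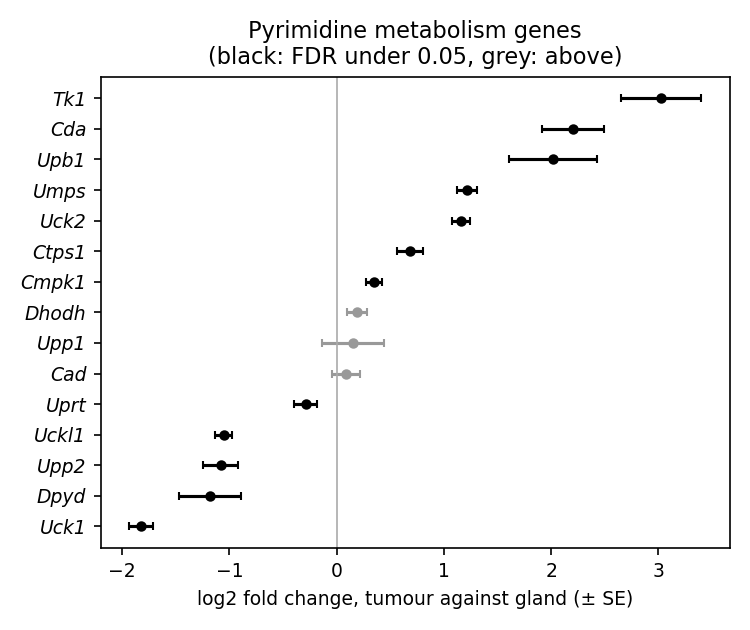
Log2 fold change (horizontal axis) of tumour against gland for 15 pyrimidine metabolism genes, one per line, each point with its SE from the edgeR fit; black points have an FDR under 0.05 and grey points do not. Tk1 lies at 3.03, Uck1 at -1.82, and Upp1 at 0.15 with an SE bar that crosses 0.

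Fixed gene lists were used to describe tissue composition and genes of leukocytes, adhesion and matrix. The study examined these mainly as cells and proteins, in the lung and in cultured fibroblasts. The values here are RNA in primary tumour and gland, so they cannot be set against those measurements. Of 17 lists, 6 passed an FDR of 0.05 with a preset inter-gene correlation of 0.01 (camera). Proliferation (mean log2 difference 3.45, 10 of 10 genes higher, FDR = 1.98e-05) and luminal epithelium (2.32, 7 of 8 higher, FDR = 3.84e-05) were higher in tumour. Adipocyte (-6.89, FDR = 3.78e-05), endothelium (-2.80, FDR = 3.78e-05), fibroblast (-2.92, FDR = 0.00190) and macrophage (-1.08, FDR = 0.0450) lists were lower, with 0 genes higher in each of these 4 lists. The 6 calls held under fry, which called 14 lists, and 0 lists were called when the correlation was estimated from the data. The neutrophil list did not pass (mean 0.85, FDR = 0.563). Of its 5 genes tested, 3 were higher and 1 was lower at an FDR under 0.05 (edgeR), and 1 of the 3, S100a9, passed in only 4 of 8 fits that left out 1 gland. S100a8 rose from 0.594 to 15.1 CPM (FDR = 7.18e-16, edgeR) whereas Il1r2 changed by -4.45 (FDR = 5.01e-18, edgeR), and 5 of the 10 list genes were too low to be tested. The matrix and fibronectin receptor list went both ways (mean -0.10, median -1.03, FDR = 0.644, camera), and under library totals its mean turned positive, at 0.31, whereas its camera direction stayed down. In it, Spp1 rose by 5.24 and Fn1 changed by -2.44 on the log2 scale (FDR = 1.49e-15 and 2.52e-14, edgeR). The leukocyte adhesion list (median -1.30, FDR = 0.215), granulocyte cytokines (0.85, FDR = 0.695), nucleoside transport (0.34, FDR = 0.251), basal epithelium (-0.63, FDR = 0.589), skeletal muscle (-3.76, FDR = 0.365) and milk (3.22, FDR = 0.0773) lists did not pass.

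A single gland decided the lymphocyte values. Among T cell genes, Cd3g, Cd4, Cd8a, Lck and Cd2 were lower in tumour in the edgeR fit, from -2.42 for Lck to -4.37 for Cd2 on the log2 scale, while the list did not pass (mean -1.32, FDR = 0.349, camera). Without gland 6, Cd3g, Cd4, Cd8a and Lck no longer passed, with log2 fold changes of -0.66, -0.17, 0.70 and -0.31, whereas Cd2 still did, at -2.42. The B cell list was represented by Cd22, the only member past the filter, whose log2 fold change was -2.83 with gland 6 and 1.36 without it. Its mean log2 CPM differed by 0.43 in the opposite direction to the edgeR fit (FDR = 0.885, camera).

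**Figure D3:**
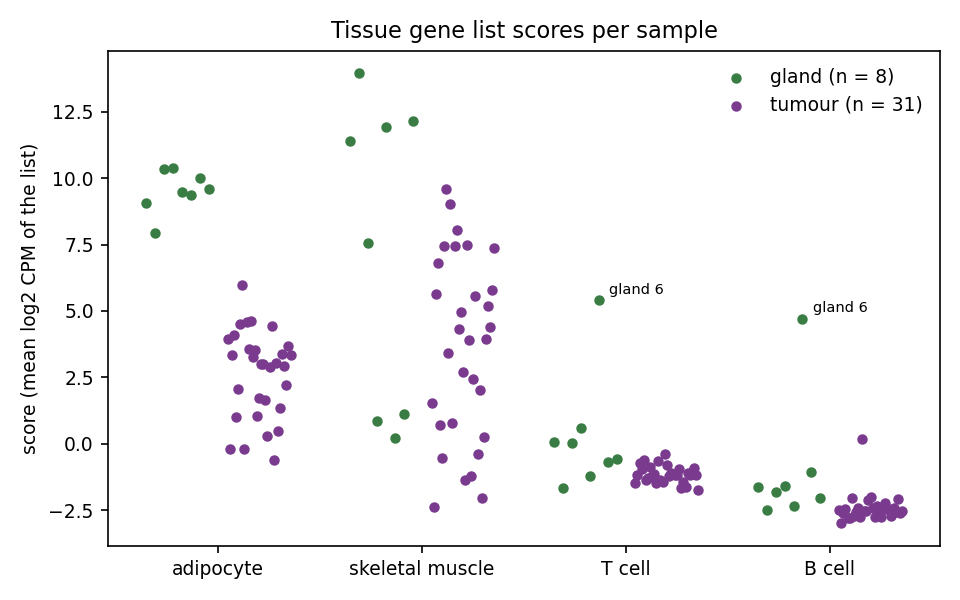
Mean log2 CPM (vertical axis) of 4 gene lists in each gland (green) and each tumour (purple), 1 point per sample, over all genes of the list with a count. Gland 6 stands apart for the T cell and B cell lists at 5.40 and 4.71, and the skeletal muscle score of glands runs from 0.230 to 14.0.

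Finally, Upp1 was related to leukocyte content across the 31 tumours, as the study had related UPP1 to neutrophil and T cell scores in human colorectal tumours. The neutrophil score correlated with Upp1 with a Pearson r of 0.43 (two-sided permutation test, p = 0.0154), but Spearman's rho was 0.26 (permutation p = 0.163), and across 17 lists the FDR of r was 0.262. Within batch 1, r was 0.46 (permutation p = 0.0715, 16 tumours), and within batch 2 it was 0.41 (permutation p = 0.134, 15 tumours). Without tumours 15 and 26, the 2 farthest from the median score, r was 0.09 (permutation p = 0.655), so the relation rests on those 2 tumours. The T cell score gave an r of 0.19 (permutation p = 0.304, FDR = 0.627) and a rho of 0.24 (permutation p = 0.195). Its r was 0.39 within batch 1 (permutation p = 0.130) and -0.03 within batch 2 (permutation p = 0.906), and without the 2 tumours farthest from the median score it was 0.35 (permutation p = 0.0611). Among the other lists, luminal epithelium had the largest r, at 0.36 (permutation p = 0.0459, FDR = 0.331), and the list scores had an FDR of at least 0.262 throughout.

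**Figure D4:**
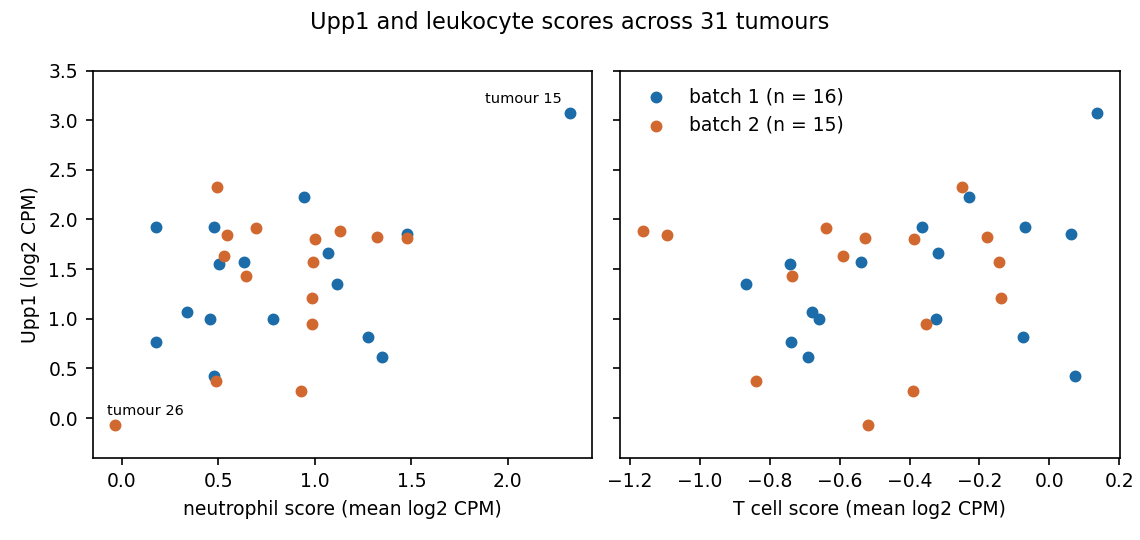
Upp1 in log2 CPM (vertical axes) against the neutrophil score (left) and the T cell score (right) in mean log2 CPM (horizontal axes), 1 point per tumour, coloured by library batch. Tumours 15 and 26 lie at the 2 ends of the neutrophil score, where r falls from 0.43 to 0.09 when they are left out.

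The batches themselves differed little. With group in the model, 4 genes differed between batches at an FDR under 0.05 (edgeR), and 1100 of 18354 genes had an unadjusted p under 0.05, where 917.7 would be reached by chance. The effect of tumour differed between batches for 23 genes (edgeR interaction, FDR under 0.05), of which 22 had a lower log2 difference in batch 2.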

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

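Of the tests in this part, those on lymph node stroma and on splits of the batches were chosen after the results had been seen. The joint rise of B and T cell genes across glands was to be tested before the data were examined. Of 31 measures examined for a sample far from the others among the 8 glands, 3 had one, where chance gives about 1 in 20.

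Gland 6 lay far above the other glands for the T cell and the B cell score. Its T cell score was 5.40 in log2 CPM, whereas the others ranged from -1.68 to 0.58, and its B cell score was 4.71, whereas the others ranged from -2.49 to -1.07. Mammary fat pads enclose a lymph node, so lymph node tissue in the sample is a candidate explanation. The scores rose together across the 8 glands, with a Pearson r of 0.96 (exact permutation p = 0.00900) and a Spearman rho of 0.76 (exact permutation p = 0.0368). Without gland 6, r was 0.60 over 7 glands (exact permutation p = 0.149), so the relation rests on that gland. A list of 6 genes of lymph node stroma, follicles and high endothelial venules was then written, and 6 of the 6 were highest in gland 6. Cr2 reached 98.8 CPM there (highest of the others 0.891), Fcer2a 22.8 CPM (0.334), Cxcl13 31.0 CPM (15.0), Chst4 4.23 CPM (0 elsewhere) and Madcam1 3.91 CPM (1.08), while Ccl19 had only 2 reads. B cells also make Cr2 and Fcer2a, so Chst4, Madcam1 and Cxcl13 carry most of the weight. A swap of labels would require a tumour out of place, and gland 6 kept an adipocyte score of 9.38, within the range of the other glands. Whether the lymphoid tissue was a normal node or an immune reaction in this animal remains open. The 4 T cell genes that lost their call without gland 6 make the lower T cell transcripts in tumours a property of that library to a large extent.

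Scrg1 was highest in gland 1 at 0.0923 CPM. That value is 1 read, with 0 reads in the other 7 glands, so counting error alone explains the gap. No biological explanation was tested.

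The effect of tumour differed between the 2 batches for 23 genes (edgeR interaction). The top of the ranking, chosen after its values were seen, held genes of fatty acid and sterol synthesis, Elovl6 (log2 difference -2.43), Acly (-2.40), Me1 (-2.15) and Lss (-1.08), whose levels differed between the glands and not the tumours of the batches. Elovl6 averaged 8.13 and 10.16 log2 CPM in the glands of batches 1 and 2, and 6.52 and 6.34 in the tumours. Cd22 was also among the 23 genes, and gland 6 lies in batch 2. When batch was permuted within each group, 16 of 40 splits, the real one included, gave at least 23 genes, and the highest count was 1700. The number of genes is therefore no larger than chance allocation of samples to batches gives with 4 glands per batch. A difference in depth (15.96 M counts on average in batch 1 and 20.16 M in batch 2), in the state of the animals or in tissue composition was not tested for these genes.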

How the results depend on the processing

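Tests added after the data had been seen were the muscle covariate, the omission of 3 tumours with over 27000 genes detected, scores over all list genes, the partial correlation without 2 tumours, and the omission of tumour 22. The other alternatives were fixed beforehand.

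The number of differing genes stayed within 1.5 times of 14009 in the 24 alternatives, from 10369 to 18617, and from 13750 to 14199 when 1 gland was left out. The count with an absolute log2 fold change over 1 rose to 12003 without a low-count filter, where 44561 genes were tested. The percent of differing genes higher in tumour moved to 66.3 under library totals, because without TMM factors the glands' concentrated counts are not corrected, and it was at most 52.5 under the other settings. Adding the muscle score as a covariate gave 13489 genes.

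For Upp1, 0 of the 24 alternatives of the edgeR fold change passed the threshold (FDR from 0.114 to 0.998). Its sign turned negative with limma-voom quality weights (-0.0396), in batch 2 alone (-0.26) and in the 16 samples of tumours and glands 1 to 8, with -0.0777 unpaired and -0.0017 with the replicate number as a block. Without 1 gland it ranged from 0.01 to 0.28. The permutation difference was -0.40 in batch 2 alone and ranged from -0.0601 to 0.315 when 1 sample was left out, the negative value being that without gland 1. The cause of these turns was not tested. In the 16 samples all tumours were of batch 1, whereas glands 5 to 8 were of batch 2, so group and batch were not balanced there. The muscle covariate gave 0.16, and omission of the 3 tumours 0.04.

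The replicate numbers 1 to 8 occur in both groups but do not pair the samples: the correlation of deviations from the group means ran from -0.29 to 0.35 over the 8 numbers. The block gave 10369 genes and the same samples without it 11168. In these 16 samples with the block, the granulocyte cytokine list kept a positive mean (0.31), but its camera direction, which is relative to other genes, turned (FDR = 0.915), and the neutrophil mean was 0.04 (camera FDR = 0.915). The lists were not tested in the same samples without the block, so these values cannot be credited to the block and may come from leaving out 23 tumours. The tumours left out include all those of batch 2, whereas glands of both batches were kept. Tumours sharing a number code in their library names were no more alike than others beyond chance (difference in mean correlation 0.064, permutation p = 0.0836), and the code as a random block gave 13609 genes.

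The number of called lists fell from 6 to 0 when camera estimated the correlation and rose to 14 under fry. Fry asks whether a list moves in one direction, without reference to other genes, so a list that moves both ways can be missed. Fry called pyrimidine metabolism (mean 0.37), neutrophil (0.85), T cell (-1.32) and leukocyte adhesion (-0.9995). The camera direction of the B cell list turned relative to other genes under library totals (mean 0.63) and without gland 2 (mean 0.102), while its mean stayed positive throughout, up to 1.307 without gland 6. Macrophage lost its call without glands 3, 4, 7 or 8 and under library totals. Of the 14 other pyrimidine genes, Uprt changed sign under library totals (0.13) and lost its call under upper-quartile factors (FDR = 0.0536). Dhodh passed under upper-quartile factors (FDR = 0.0133) and in 5 of 8 fits that left out 1 gland. Of 240 values of the 10 named genes, 239 kept direction and call.

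Upp1 and the neutrophil score passed the adjusted threshold in 1 of 41 alternatives, the partial correlation given luminal and adipocyte scores (r = 0.53, FDR = 0.019), which fell to 0.22 (FDR = 0.431) without tumours 15 and 26. Leaving out 1 tumour gave 0.24 to 0.50, the lowest without tumour 15. For the T cell score the sign turned within batch 2 (-0.0347), and leaving out 1 tumour gave 0.05 to 0.29. The 4 genes differing between batches became 1 without tumour 22. Interaction counts were 17 and 19 under the other filter and RLE factors.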

Other observations

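Of the tests in this part, those of the 100 group splits for gene counts, of neutrophil and T cell content and of depth between batches were fixed before the data were examined. The tests on the splits for lists and batches, muscle, salivary genes, genes detected and TMM factors were chosen after the results had been seen. For the neutrophil score, muscle genes, depth between batches, salivary genes and reads outside genes, the reading given below is more guarded than the condition written for the test, and it was settled after the values were known.

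Random splits of the 39 samples into 31 and 8 set the scale for the comparison of tumour and gland. Of 100 splits, only the real one (1) gave as many as 14009 genes, and the others had a median of 5 and a highest value of 638. The list test behaved differently. Of the 100 splits, 27 gave at least the 6 lists of the real comparison, with a median of 3. The number of lists called by camera with a preset correlation is thus not evidence by itself. Each random split drew from both tissues, so its groups could hold unequal shares of the 8 glands and carry part of the tissue difference. The splits therefore do not give the number of lists or genes called in samples without a tissue difference. Joint variation of the genes of one tissue between samples is another candidate cause, which was not tested. The differences in the lists' levels, such as -6.89 for adipocyte genes, are what the report rests on.

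Several gland libraries held many skeletal muscle transcripts. The muscle score was between 11.4 and 14.0 in glands 1, 2, 5 and 8, 7.55 in gland 3 and between 0.230 and 1.12 in glands 4, 6 and 7. Ttn took 16.0% of the counts in gland 2, 6.21% in gland 8, 4.82% in gland 5 and 4.04% in gland 1. A second list of 10 muscle genes outside the fixed list, among them Ttn, rose with the first across the 8 glands (r = 0.997, exact permutation p = 0.000322). This describes the same pattern again, because Ttn had prompted the test and muscle genes move together whatever their source, so whether muscle was attached to the dissected tissue remains open. Some tumours had the signal too, with 9.59 in tumour 8 and 9.01 in tumour 10. The concentration of counts is a likely source of the low TMM factors of the glands, since the factor fell as the share of the 20 largest genes rose (r = -0.98, exact permutation p = 9.92e-05). Dilution of Upp1 by muscle could not be decided. Upp1 had an r of -0.53 with the muscle score over 8 glands (exact permutation p = 0.168), and with muscle as a covariate the fold change was 0.16 in place of 0.15. With 8 glands the relation cannot be told apart from chance.

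The hypothesis that Upp1 follows neutrophil content had mixed support. The stated condition, a positive r in both batches and a permutation p under 0.05, was met (r = 0.43), yet the relation rested on tumours 15 and 26, and Spearman's rho did not pass. Too few tumours lie away from the middle of the score to decide. Tumour 15 had the highest Upp1 and also belonged to the 3 libraries with unusually many genes detected. For T cell content the condition was not met (r = 0.19, negative in batch 2).

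Tumours 15, 16 and 23 had between 27811 and 30974 genes detected, whereas the other 28 tumours had 23564 to 25359. Depth does not account for this, since after thinning all libraries to 10.15 M counts the lowest of the 3 still had 24879 genes and the highest of the others 23530. Genomic DNA in the library is a candidate explanation. Olfactory receptor genes, which are silent in most tissues, took at least 40.4 counts per M in each of the 3 (up to 84.3), and at most 15.8 in the others. Vomeronasal receptor genes gave at least 14.7 per M, and at most 8.84 in the others. The share of entries in no annotated feature should rise as well, but at 26.4% to 28.9% it lay within the 24.9% to 37.2% of the other tumours. The written condition was therefore not met. That range is wide enough to hide a small fraction, so this part stays open. The 3 tumours also had more entries that mapped to several places, 17.3% to 19.0% against 8.98% to 14.6%. RNA from another tissue was not tested. Without these tumours the Upp1 fold change was 0.04.

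Tumour 22 carried transcripts of salivary gland. The written condition was that most of the list be highest there. Of 9 salivary genes measured from a list of 10 written without looking at their values, 5 were highest in this tumour. Klk1 reached 131 CPM (highest of the others 0.132), Pip 497 CPM (24.9), Dcpp3 47.6 CPM (2.26), Car6 2047 CPM (789) and Dcpp2 169 CPM (97.1). Aqp5 and Bhlha15 were within the range of other tumours, and Smr2 and Prh1 were near 0, so whether salivary tissue lay in the sample cannot be told apart from aberrant expression in the tumour or material carried over from another sample. The tumour matters for the batch comparison. The 4 genes that differed between batches, named after their values were seen, were Gm43333, Bpifa2, Dcpp1 and Gm31544, of which Bpifa2 and Dcpp1 are salivary, and without tumour 22 only 1 gene (Gm43333) remained. When batch was permuted within groups, 3 of 40 splits gave at least 4 genes. Thinning all libraries to equal depth, a test of library depth as the cause, left 2 genes. This met the written condition of a fall by more than 1.5 times, but counts this small cannot decide for or against depth, since thinning also lowers power.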
